A study of Mus musculus with 6 samples. Its data were reported in "Sox7‐positive endothelial progenitors establish coronary arteries and govern ventricular compaction" (2023).

How the data were processed

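Gene expression was measured by bulk RNA-seq in CD31-positive cells sorted from mouse embryos at 10.5 dpc (days post coitum), 1 day after tamoxifen at 9.5 dpc. CD31 (PECAM1) is a surface protein of endothelial cells, and it is also found on some blood cells. The 6 libraries form 2 groups of 3, sibling control (B1, B7 and D3) and Sox7iECKO (B2, B3 and B4), in which Cdh5-CreERT2 removes the floxed part of Sox7 from endothelial cells after tamoxifen. The letters and digits are the sample names in the labels, which do not explain them. The letter B stands in 5 names of both groups and D in that of control D3 alone, and they were used as names only. Groups were taken from the labels. The embryos were genotyped individually, but the labels do not state how many embryos or litters stand behind each library, so p-values measure the spread between these libraries.

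Per the labels and the study's methods, the authors sorted live cells from whole embryos dissociated with liberase, made cDNA with the Smart-Seq2 protocol and libraries with a Nextera XT kit, which do not mark the strand of the RNA. The description field of the labels names the 10x Genomics platform for all 6 samples, against their protocol text and the study's methods; the libraries were treated as bulk Smart-Seq2 libraries, and what is said here of strand and molecular identifiers rests on that protocol. The submitters' processing notes name bcl2fastq 2.18.0, Trimmomatic, STAR, edgeR and DESeq2. The authors aligned reads to the mouse genome GRCm38 with STAR, kept uniquely aligned reads and counted them per gene with HTSeq; the version of the gene annotation is not given in the sources used here. The deposited values are raw counts, 1 whole number per gene symbol and library, with no normalization. Each file held 38926 gene symbols, of which 34411 had a count in at least 1 library. The 5 summary lines that HTSeq writes (such as reads in no feature) name no gene and were kept out of library sizes and tests. Reads in no feature, which fell outside annotated exons, were 12.5% to 45.9% of the uniquely placed reads per library.

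Total gene counts ranged from 13931391 to 23401181 per library. Counts come from PCR-amplified reads without molecular identifiers, so counts are not independent molecules. No pair of libraries agreed within sampling noise (lowest chi-square per degree of freedom over tested genes 14.3 among pairs of 1 group and 12.4 among pairs across groups), so no library was counted as a duplicate. Genes were filtered with filterByExpr (minimum count 10, minimum total count 15), which kept 17399 genes. Counts were scaled with TMM factors (0.953 to 1.03), and CPM values are counts relative to the scaled total of their library. The groups were compared with the quasi-likelihood test of edgeR 4.0.16 (the fit that is not the legacy one, 2-sided, no covariate) in R 4.3.3, with Benjamini-Hochberg adjustment over all tested genes and a threshold of 0.05. Standard errors of log2 fold changes were computed as the fold change divided by the square root of the F statistic. DESeq2 1.42.0 was run beside it, since the study's rule for a significant gene was an adjusted p under 0.05 in both tools. DESeq2 was given all 38926 genes and used its own independent filtering, so the 2 tools differ in the filter as well as in the test.

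Before the data were examined, 33 gene lists were fixed, for endothelial subtypes, signalling pathways, other cell types that the gate could hold, and stress or quality signs. The 32 lists with at least 3 tested members were tested with camera (limma 3.58.1, preset correlation 0.01, adjusted over the lists), and beside it with an estimated correlation and with fry, which asks whether the members move one way or, in its mixed form, in either direction. The ribosomal list was built from symbols and also took in pseudogenes and Rps6k kinases. Symbols that the files hold under an older name were matched through RefSeq synonyms, and 1 symbol (Ahsp) was not found. The genes named in the text follow a rule fixed at the same time: Sox7 and 20 other genes the study names; called genes whose groups do not overlap (up to 10 per direction); with fewer than 5 of these in a direction, also the 5 genes of that direction with the smallest unadjusted p; and up to 3 members of each list with the smallest unadjusted p. The limit by which fold changes of these list members are printed only where that p was under 0.05 was set after the values had been seen. Gene positions are those of GENCODE M21 on GRCm38, where 91.4% of the symbols matched 1 gene; the exon model is this release's and may differ from the one the authors counted with.

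The functions were tested on simulated data with the library sizes, means and trended dispersions of this comparison, 16432 tested genes and 200 changed genes. Genes were drawn independently, with no gene-wise dispersion and no library difference in reads outside exons. The 200 changed genes also exceed the number called in the real data, so the recovery rates need not hold for these libraries. edgeR recovered 18.2% of tested genes with a true fold of 1.5, 62.5% at 2, 71.7% at 4 and 92.9% at 10, and 8 of its 118 calls were unchanged genes. Alternatives fixed in advance were other scaling factors, no filter or a filter at a mean of 5 CPM, DESeq2, limma-voom, the edgeR exact, likelihood ratio, robust and legacy fits, thinning to the smallest total, leaving out haemoglobin, mitochondrial and ribosomal protein genes, covariates (erythroid level, Xist, the first surrogate variable from sva 3.50.0) and leaving out each library. The share of reads outside exons as a covariate, leaving out the 2 libraries with the largest such share, and leaving Sox7 out of the lists were added after the data had been seen. The 2 libraries with the largest share were control B1 and control B7, so that leaving them out keeps control D3 as the only control. The p-values of that fit hold no measure of the spread between controls, and a difference found there can belong to control D3 alone. The first surrogate variable was correlated with the share of reads outside exons (Pearson r = -0.94) and with Xist (-0.97). Fits with these covariates are therefore not separate lines of evidence.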

Results

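To ask which genes depend on SOX7 in embryonic endothelial cells shortly after its loss, CD31+ cells sorted from whole embryos at 10.5 dpc were profiled by RNA-seq in 3 sibling control and 3 Sox7iECKO libraries. Total gene counts were 16092816, 13931391 and 20574032 in control B1, B7 and D3, and 23401181, 17859893 and 18813561 in Sox7iECKO B2, B3 and B4. Endothelial transcripts were abundant in both groups. Kdr, the VEGF receptor 2 gene, stood at 521 ± 80.1 CPM (SD, n = 3) in control and 496 ± 62.7 CPM (SD, n = 3) in Sox7iECKO cells, and Pecam1, which encodes CD31, at 374 ± 44.0 and 356 ± 34.5 CPM (SD, n = 3 each). Macrophage transcripts were also present in every library, with Csf1r at 550 CPM on average in control and 514 CPM in Sox7iECKO cells. Y-linked transcripts were high in 1 library of each group (4787 counts in control D3 and 5697 in Sox7iECKO B2), while Xist was high in the other 4 (2142 to 3140 counts).

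Sox7 itself (chromosome 14, 63943673 to 63950732, GRCm38) fell 12.7-fold in Sox7iECKO cells, from 77.9 ± 8.67 to 6.26 ± 1.86 CPM (SD, n = 3 each), with a log2 fold change of -3.67 ± 0.19 (SE; edgeR adjusted p = 7.2e-06). Each library matched its label, with 1008 to 1714 Sox7 counts in control and 98 to 148 in Sox7iECKO. Exon 2 (63947755 to 63950732), the floxed exon, holds 90.3% of the annotated exon bases, so that counts from exon 1 can remain after recombination. The other SOXF factors did not pass the test. Sox17 had a log2 fold change of 0.35 ± 0.17 and Sox18 of -0.00085 ± 0.15 (SE), and the direction of Sox18 changed with the tool and with the libraries used. Without Sox7iECKO B3 the value of Sox17 was 0.23. It was 0.079 without the 2 libraries with the largest share of reads outside exons (control B1 and B7), which leaves control D3 as the only control.

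Besides Sox7, 1 gene was lower and 1 was higher in Sox7iECKO cells by edgeR at an adjusted p under 0.05, and DESeq2 called all 3. Wdfy1, which encodes a WD-repeat and FYVE-domain protein of endosomes, fell 5.29-fold, from 50.3 ± 17.6 to 9.64 ± 1.5 CPM (SD, n = 3 each; log2 fold change -2.40 ± 0.25 SE, edgeR adjusted p = 0.0067). Lyve1, a hyaluronan receptor of lymphatic endothelium and some macrophages, rose 2.59-fold, from 15.5 ± 2.46 to 40.5 ± 4.42 CPM (SD, n = 3 each; log2 fold change 1.37 ± 0.16 SE, edgeR adjusted p = 0.014). Wdfy1 lies on chromosome 1 (79702262 to 79776143) and overlaps Mrpl44 and Gm10555 on the opposite strand, which these libraries cannot separate where exons meet. Mrpl44 had a log2 fold change of -0.03 ± 0.13 (SE). Lyve1 lies on chromosome 7 (110850607 to 110863239) and overlaps no other annotated gene. The Lyve1 call did not hold without control B1 (edgeR adjusted p = 0.058), control B7 (0.15), Sox7iECKO B3 (0.058) or Sox7iECKO B4 (0.085) or with the erythroid covariate (0.12), at log2 fold changes of 1.26 to 1.46, and the Wdfy1 call did not hold without Sox7iECKO B4 (0.085, log2 fold change -2.31).

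**Figure D1:**
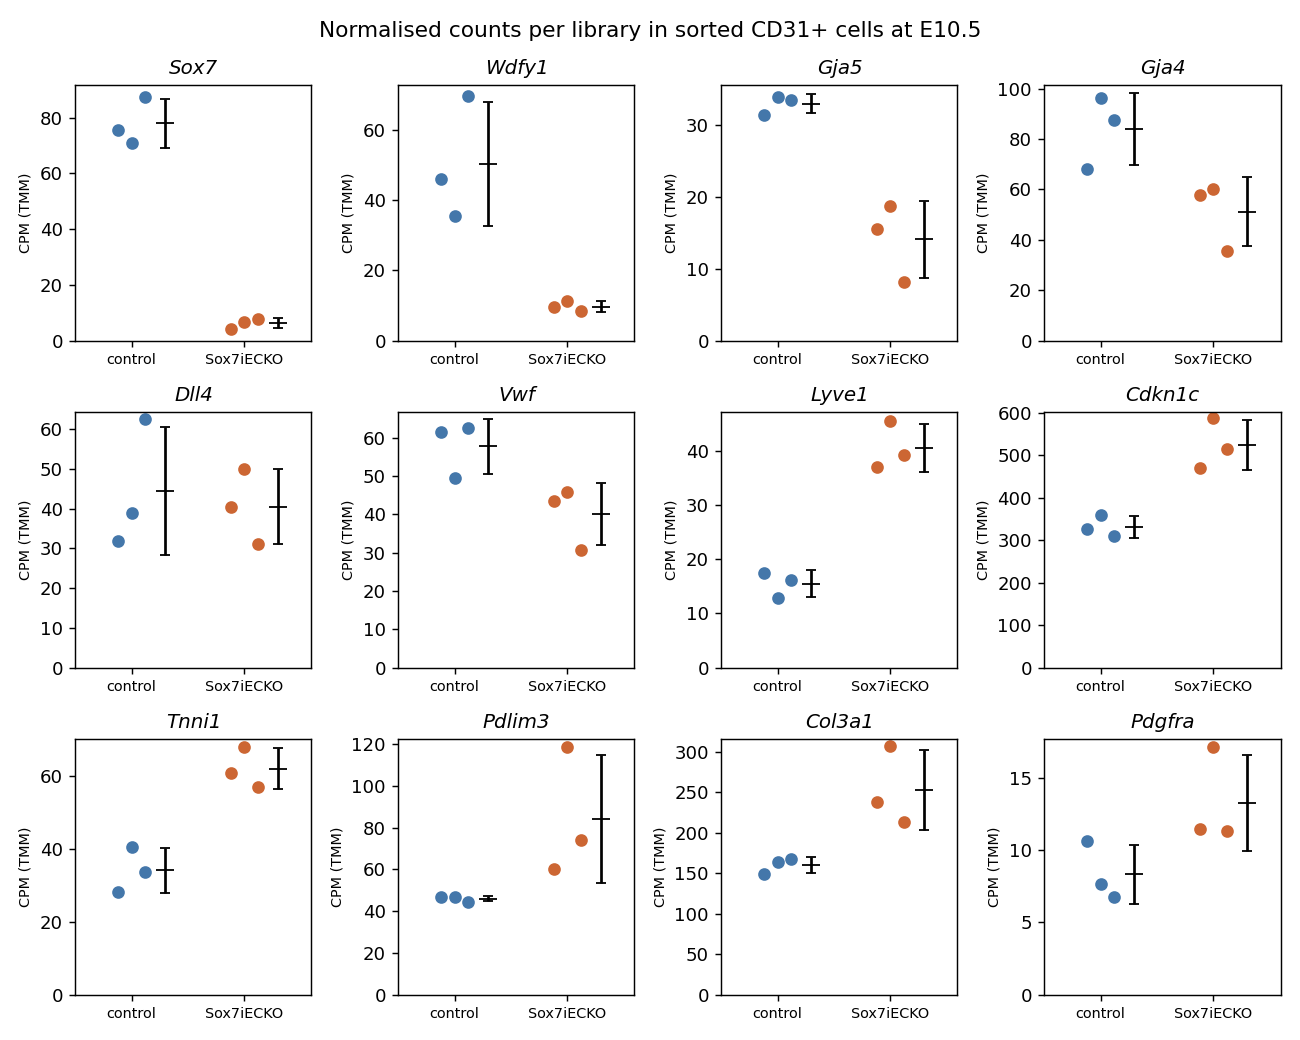
Normalised counts (CPM after TMM scaling, linear axes from 0) of 12 genes in the 3 control (blue) and 3 Sox7iECKO (orange) libraries, with the mean and SD of each group beside the points. Sox7, Wdfy1 and Lyve1 passed the edgeR test, and Gja5 lay at 33.0 CPM on average in control and 14.1 CPM in Sox7iECKO cells.

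Among arterial genes, Gja5 and Gja4, which encode the gap junction proteins connexin 40 and connexin 37, were the members with the smallest p. Gja5 (chromosome 3, 96904693 to 97077416) had 33.0 ± 1.32 CPM in control and 14.1 ± 5.37 CPM in Sox7iECKO cells (SD, n = 3 each), a log2 fold change of -1.22 ± 0.23 (SE), and all 3 Sox7iECKO libraries lay below all 3 controls. With edgeR it did not pass over all genes (adjusted p = 0.50), while DESeq2 called it (adjusted p = 0.0036), as did the edgeR exact and likelihood ratio tests and the fit without a filter on low counts. The Gja5 span overlaps Gja8, Gpr89 and 2 other loci on the opposite strand. Gja4 (chromosome 4, 127311421 to 127314039) had a log2 fold change of -0.71 ± 0.19 (SE; edgeR adjusted p = 0.94). Dll4, a Notch ligand of arterial and sprouting cells (chromosome 2, 119325784 to 119335962, overlapping Gm14207 on the opposite strand), differed by less than the spread between libraries, at 44.5 ± 16.1 and 40.5 ± 9.44 CPM (SD, n = 3 each; log2 fold change -0.15 ± 0.23 SE, edgeR adjusted p = 0.96), and its sign turned without control D3 or without Sox7iECKO B4. It was -0.35 with the share of reads outside exons and -0.33 with the erythroid level as a covariate, and -0.63 without the 2 libraries of largest share, with adjusted p of 0.93 or more in each. Notch1 had a log2 fold change of -0.25 ± 0.13 and Notch4 of -0.46 ± 0.17 (SE), which were -0.16 without Sox7iECKO B4 and -0.29 without control D3. Without the 2 libraries of largest share Notch4 was -0.75. Of the 19 arterial genes, 13 had negative and 6 positive log2 fold changes, none passed over all genes, and adjusted over the list alone 2 passed as lower, Gja4 and Gja5. The list was lower by camera (adjusted p = 0.0052, and adjusted p = 0.59 with an estimated correlation), and this call also ended without control D3 (0.64), without Sox7iECKO B4 (0.68) and without a filter on low counts (0.052).

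Venous, junction and matrix genes leaned the same way. Of 8 venous genes 6 had negative values, and adjusted over the list alone 2 were lower, Vwf (-0.53 ± 0.16 SE), which encodes a clotting glycoprotein, and Dab2 (-0.45 ± 0.14 SE), an endocytic adaptor that macrophages also express, which was -0.28 without control B1. The list was lower by camera (adjusted p = 0.014, and adjusted p = 0.59 with an estimated correlation). The venous call also ended without control D3 (0.92), Sox7iECKO B4 (0.23) or a filter on low counts (0.063). Of 14 junction and gap junction genes 11 had negative values, and adjusted over the list alone the same 2 connexins passed (camera adjusted p = 0.0024, and adjusted p = 0.59 with an estimated correlation); the adherens junction cadherin Cdh5 had -0.21 ± 0.12 (SE). The junction call also ended without control D3 (0.75). Of 11 basement membrane genes 9 had negative values and none passed over the list alone, with Lama5 at -0.65 ± 0.23 (SE) (camera adjusted p = 0.014, and adjusted p = 0.59 with an estimated correlation). The basement membrane call also ended without control D3 (0.82), Sox7iECKO B2 (0.12), Sox7iECKO B4 (0.28) or a filter on low counts (0.20). Col15a1, a basement membrane collagen outside that list and among the 5 lower genes with the smallest p, had 17.4 ± 1.98 and 8.05 ± 2.06 CPM (SD, n = 3 each; log2 fold change -1.14 ± 0.22 SE, edgeR adjusted p = 0.58, DESeq2 adjusted p = 0.026). Of 22 Notch pathway genes 16 had negative values and 6 positive ones, among them Hes1 (0.38 ± 0.15 SE) and Maml2 (0.51 ± 0.18 SE). The list did not pass (camera adjusted p = 0.074), but it was lower and past the threshold in 6 of 21 alternatives, namely the filter at 5 CPM (adjusted p = 0.012), limma-voom (0.049), the erythroid (0.034) and outside-exon (0.023) covariates, without control B7 (0.034) and without the 2 libraries of largest share, where control D3 is the only control. The 24 pan-endothelial genes were split 12 to 12 (camera adjusted p = 0.95), with Erg at 0.08 ± 0.20 and Gpr182 at 0.38 ± 0.17 (SE; 0.20 without control B1). The pan-endothelial list was lower, however, with the share of reads outside exons as a covariate (camera adjusted p = 0.015), with the erythroid covariate (0.0048) and without control B1 (0.018), and it was higher without control D3 (0.013).

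Genes of the endocardium, the endothelial lining of the heart, leaned higher. Of 10 endocardial genes 8 had positive values, none passed over all genes, and adjusted over the list alone 2 were higher, the cadherin gene Cdh11 (0.64 ± 0.18 SE) and Hapln1 (0.39 ± 0.12 SE), which links hyaluronan to proteoglycans. The list was higher by camera (adjusted p = 0.0052, and adjusted p = 0.59 with an estimated correlation). The 4 endocardial progenitor markers the study names were higher by camera as well (adjusted p = 0.042, and adjusted p = 0.59 with an estimated correlation), with Pdgfra at 0.67 ± 0.26, Gpc3 at 0.24 ± 0.14, Sox9 at 0.21 ± 0.26 and Npr3 at -0.02 ± 0.19 (SE), and none of them passed over the list alone. The study read these genes in nuclei of whole hearts at a later stage and after a further tamoxifen dose, where it reported a loss of the progenitor population in Sox7iECKO. By in situ hybridization on heart sections it also reported fewer Gpc3- and Sox9-positive cells, more clearly in the right ventricle than in the left. The cells here came from whole embryos, and Pdgfra is also a member of the mesenchyme list, so the list does not measure that population. Of 12 mesenchyme and fibroblast genes 6 had positive values, and adjusted over the list alone the matrix genes Col3a1 (0.66 ± 0.13 SE) and Postn (0.76 ± 0.22 SE) were higher (camera adjusted p = 0.027, and adjusted p = 0.59 with an estimated correlation). Of 12 tested markers of cardiomyocytes, which the gate should exclude, 8 had positive and 4 negative values. Ryr2 (-1.64) and Ttn (-1.28) were the most negative, and several markers lay near the floor, such as Myl2 at 0.56 CPM in control. Cardiomyocyte markers did not pass as a list (camera adjusted p = 0.074), but the list was higher and past the threshold in 9 of 21 alternatives, among them the share of reads outside exons (adjusted p = 1.3e-04) and the surrogate variable (7.0e-04) as covariates and the fits without control B1 (0.0097), control B7 (0.0099) or Sox7iECKO B2 (6.9e-04). Actc1, one of their abundant transcripts, stood at 55.3 CPM in Sox7iECKO B3 but at 11.9 and 11.8 CPM in Sox7iECKO B2 and B4, against 15.4 to 16.6 CPM in control. Without Sox7iECKO B3 the endocardial (adjusted p = 0.18), endocardial progenitor (0.49) and mesenchyme (0.68) calls ended, and the log2 fold changes were 0.23 for Hapln1, 0.13 for Gpc3 and 0.0061 for Sox9. Gpc3 was 0.14 without control B1, and Sox9 ranged up to 0.45 without 1 library. The endocardial call also ended without control D3 (0.095), the progenitor call without control D3 (0.31) or B7 (0.062), and the mesenchyme call without control B1 (0.061). The progenitor call ended as well with the filter at 5 CPM (0.091), limma-voom (0.053) and thinning (0.056), and the mesenchyme call with limma-voom (0.091) and without the 2 libraries with the largest share of reads outside exons (0.17). Tnni1, the slow skeletal and embryonic cardiac troponin I gene, was the 1 member that passed over the list alone.

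The genes that the study measured by quantitative PCR were a list as well. Of its 12 tested genes, 2 passed over all genes, Sox7 and Lyve1, and adjusted over the list alone 5 were higher and 4 lower. The study chose some of these genes with these libraries in hand, and Sox7 is the deleted gene. Neither the count over the list nor the tests of the list as a set are therefore independent evidence. Among them Cdkn1c, an imprinted inhibitor of cyclin-dependent kinases, had 332 ± 25.6 CPM in control and 524 ± 59.4 CPM in Sox7iECKO cells (SD, n = 3 each; log2 fold change 0.66 ± 0.10 SE, edgeR adjusted p = 0.17, DESeq2 adjusted p = 5.9e-07). Cdkn1c passed in 7 of 23 alternatives, among them edgeR with Xist (adjusted p = 0.013), the surrogate variable (0.0097) or the share of reads outside exons (0.015) as a covariate. Tnni1 had a log2 fold change of 0.87 ± 0.15 (SE; edgeR adjusted p = 0.26, DESeq2 adjusted p = 5.0e-04) and Pdlim3, a sarcomere-associated protein gene, of 0.86 ± 0.21 (SE; edgeR adjusted p = 0.94, DESeq2 adjusted p = 0.021), and Pdlim3 was 0.55 without Sox7iECKO B3. Fry in its mixed form, which counts changes in both directions, passed for this list (adjusted p = 6.6e-05), and camera did not (adjusted p = 0.66). Fry was not run without Sox7. By camera the list was lower with the erythroid covariate (adjusted p = 0.034), and higher once Sox7 was left out (0.0025). It was also lower without the 2 libraries with the largest share of reads outside exons, where control D3 is the only control.

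Of 7 lymphatic genes, Lyve1 was higher over all genes, and adjusted over the list alone Mrc1 was lower. Mrc1, the mannose receptor of macrophages and some lymphatic and sinusoidal endothelium, had 205 ± 49.4 CPM in control and 127 ± 6.01 CPM in Sox7iECKO cells (SD, n = 3 each; log2 fold change -0.69 ± 0.15 SE, edgeR adjusted p = 0.85, DESeq2 adjusted p = 0.011). The lymphatic list passed in the mixed form of fry (adjusted p = 6.5e-05) but not by camera (adjusted p = 0.94). Of 16 macrophage and myeloid genes 13 had negative values, with Cd68 at -0.31 ± 0.11 (SE), and only Mrc1 passed over the list alone (camera adjusted p = 0.014, lower, and adjusted p = 0.59 with an estimated correlation). The macrophage call also ended without control D3 (0.44), Sox7iECKO B3 (0.93) or a filter on low counts (0.40). Of 19 genes of hemogenic endothelium and early blood 13 had positive values, among them the blood transcription factors Tal1 (0.42 ± 0.14 SE) and Gata2 (0.38 ± 0.13 SE) and the receptor Gpr56 (0.36 ± 0.12 SE), none of which passed over the list alone (camera adjusted p = 0.014, higher, and adjusted p = 0.59 with an estimated correlation). This call ended with the share of reads outside exons (adjusted p = 0.21) or the surrogate variable (0.068) as a covariate and without Sox7iECKO B2 (0.057). It ended as well without the 2 libraries of largest share, where Tal1 was 0.19. Of 20 erythroid genes 13 had negative values, with the embryonic globin genes Hba-x at -1.35 ± 0.48 and Hbb-y at -1.28 ± 0.47 and the adult-type Hba-a1 at -1.04 ± 0.40 (SE), while the adult-type beta globin genes Hbb-bs and Hbb-bt, looked up after the values had been seen, had unadjusted edgeR p of 0.72 and 0.74. Without control B1 Hba-x was -0.40, Hbb-y -0.36 and Hba-a1 -0.31. The list was lower by camera (adjusted p = 0.014, and adjusted p = 0.59 with an estimated correlation). This call ended without control B1 (adjusted p = 0.43), Sox7iECKO B3 (0.39) or Sox7iECKO B4 (0.38) and with haemoglobin, mitochondrial and ribosomal protein genes left out (0.52), and the list leaned higher with its own covariate (0.76) and without the 2 libraries of largest share (0.56). Haemoglobin took 0.43% of the counts in control B1 and 0.0745% to 0.158% in the other 5 libraries. The 12 megakaryocyte and platelet genes did not pass (camera adjusted p = 0.74), with Mpl at 0.35 ± 0.16 (SE; 0.17 without Sox7iECKO B2). The list was higher, however, with the erythroid covariate (adjusted p = 1.3e-10) and without control B1 (0.0032) or Sox7iECKO B4 (1.1e-04), and lower without Sox7iECKO B2 (0.017). It was also higher without the 2 libraries of largest share, where control D3 is the only control.

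**Figure D2:**
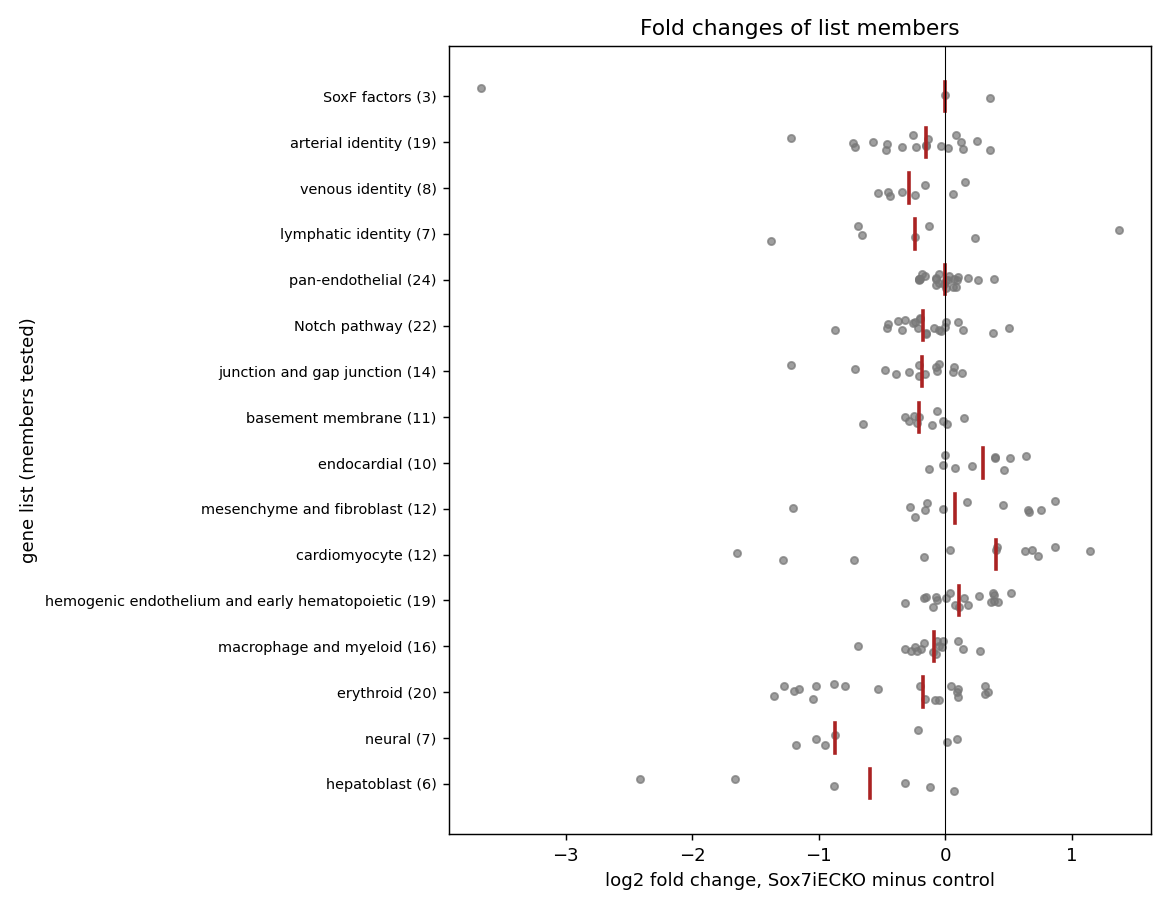
Log2 fold change (Sox7iECKO minus control) of each tested member (grey points, spread vertically at random) of 16 gene lists, with the median of each list as a red line; the number of members stands in parentheses. In the SoxF list Sox7 lies at -3.67 while the median is near 0, and the endocardial median of 0.30 lies above the arterial median of -0.15.

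The SOXF list was lower by camera (adjusted p = 1.9e-13, and adjusted p = 0.11 with an estimated correlation), which rested on Sox7, since its median was -0.00085. Hypoxia and glycolysis genes were higher by camera (11 of 13 positive, median log2 fold change 0.11, adjusted p = 0.042, and adjusted p = 0.59 with an estimated correlation), and neural genes lower (5 of 7 negative, adjusted p = 0.042, and adjusted p = 0.59 with an estimated correlation); each of these calls held in 9 of 21 alternatives. The hypoxia call ended with the filter at 5 CPM (adjusted p = 0.26), with thinning (0.078), with the erythroid (0.40), Xist (0.052), surrogate variable (0.11) and outside-exon (0.34) covariates, and without control B1 (0.22), control B7 (0.062) or Sox7iECKO B3 (0.096). The neural call ended without a filter (0.088), with the filter at 5 CPM (0.40), with thinning (0.078), with the surrogate variable (0.11) and outside-exon (0.23) covariates, without control B7 (0.11), control D3 (0.24), Sox7iECKO B2 (0.19) or Sox7iECKO B4 (0.38), and without the 2 libraries of largest share (0.061). No camera call passed for imprinted genes (adjusted p = 0.0504), epithelial genes (0.057; Cdh1 -1.48 ± 0.36 SE passed over the list alone), ribosomal protein genes (0.065; Rpl15 0.24 ± 0.11 SE), Wnt and brain endothelium genes (0.086; 14 of 16 negative, with Nkd1 at 0.44 ± 0.18 SE among the 2 positive ones), mitochondrially encoded genes (0.11), mesenchymal transition (0.12), hepatoblast genes (0.18; Afp -2.41 ± 0.83 SE, but -0.72 without control D3, which had 194 Afp counts against 12 to 28 in the others), tip cell genes (0.74; Apln -0.47 ± 0.19 and Kcne3 0.55 ± 0.25 SE, the latter 0.20 without Sox7iECKO B3), BMP and TGF-beta signalling (0.74), proliferation (0.74), mural genes (0.79), flow response (0.95) or dissociation stress (0.98). Some of these lists passed under alternatives. The Wnt list was lower in 7 of 21, among them the surrogate variable (adjusted p = 0.0069) and outside-exon (0.0023) covariates and the fits without control B1 (0.016) or Sox7iECKO B2 (0.021), epithelial genes were lower in 8 of 21, hepatoblast genes in 2 of 20 and mitochondrially encoded genes in 5 of 20, imprinted genes were higher in 8 of 21 and mesenchymal transition genes in 3 of 21, and ribosomal protein genes were higher in 4 and lower in 2 of 20. Mural genes were higher without Sox7iECKO B2 (0.033) and lower without Sox7iECKO B3 (0.0098). Proliferation genes were higher without a filter (0.041) and lower without the 2 libraries of largest share, where control D3 is the only control. Zfp637, a zinc finger gene in no list, was among the 5 higher genes with the smallest p (log2 fold change 0.66 ± 0.13 SE; edgeR adjusted p = 0.58, DESeq2 adjusted p = 0.048).

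In all, edgeR called 1 gene higher and 2 lower of 17399. DESeq2, run on all 38926 genes with its own filter, called 8 higher and 5 lower, among them Gja5, Cdkn1c, Tnni1, Col3a1 and Pdlim3. Without a filter on low counts edgeR called 14 genes, and these named ones were among them. By the study's rule of both tools, 3 genes passed, and 11 passed when the edgeR exact test was used in place of the quasi-likelihood test. Unadjusted p-values under 0.05 were found for 828 genes, against 870 that chance alone would give. This share of 4.76% hung on single libraries: it ranged from 3.01% without Sox7iECKO B2 to 14.2% without control D3. Without control D3, control B1 and B7 (45.9% and 40.2% of reads outside exons) both lay above every Sox7iECKO library (12.5% to 30.0%). In that fit a group difference cannot be told apart from a difference in reads outside exons. With Xist as a covariate the share of unadjusted p-values under 0.05 was 7.15%. Camera called 5 lists higher and 8 lower, and none of the 13 calls held with an estimated correlation. Single libraries decided many of these calls: 8 ended without control D3 (adjusted p 0.095 to 0.92), among them the arterial, venous, junction and endocardial lists, 6 without Sox7iECKO B3 (0.096 to 0.93), 5 without Sox7iECKO B4 (0.23 to 0.68), and 3 each without control B1 (0.061 to 0.43), control B7 (0.062 to 0.11) and Sox7iECKO B2 (0.057 to 0.19). The calls that ended without control D3 did so in the fit where the groups also differ in reads outside exons.

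The libraries also differed in a measure whose values overlapped between the groups. Reads outside annotated exons made up 45.9%, 40.2% and 17.7% of uniquely placed reads in control B1, B7 and D3, and 12.5%, 30.0% and 26.3% in Sox7iECKO B2, B3 and B4 (exact permutation test of the group means, 2-sided p = 0.30, where 3 against 3 cannot go below 0.10). The number of genes with a count went from 20407 in Sox7iECKO B2 to 30830 in control B1 and had the same order as that share (Pearson r = 0.94, exact permutation p = 0.0042; Spearman rho = 1, exact permutation p = 0.0028; r = 0.94 without control B1 and Sox7iECKO B2; 3 such relations were computed, with adjusted p of 0.0042 and 0.0028). Ttn and Ryr2, 2 large muscle genes with log2 fold changes of -1.28 ± 0.57 and -1.64 ± 0.66 (SE), were highest in control B1 and B7 and lowest in Sox7iECKO B2, and without Sox7iECKO B2 the log2 fold changes were -0.74 and -1.04; Ryr2 was -1.07 without control B7. The first dimension of a multidimensional scaling of the libraries followed the share of reads outside exons too (Pearson r = -0.97, exact permutation p = 0.0042). The group means on this dimension were -0.62 in control and 0.62 in Sox7iECKO (exact permutation test, 2-sided p = 0.50). With 3 against 3 this test cannot show that the groups are balanced. The first principal component held 62.3% of the variance and ran from -70.2 in control B1 to 99.8 in Sox7iECKO B2. The main fit held no covariate for the share. The 2 libraries with high Y-linked counts were also the 2 with the lowest share.

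**Figure D3:**
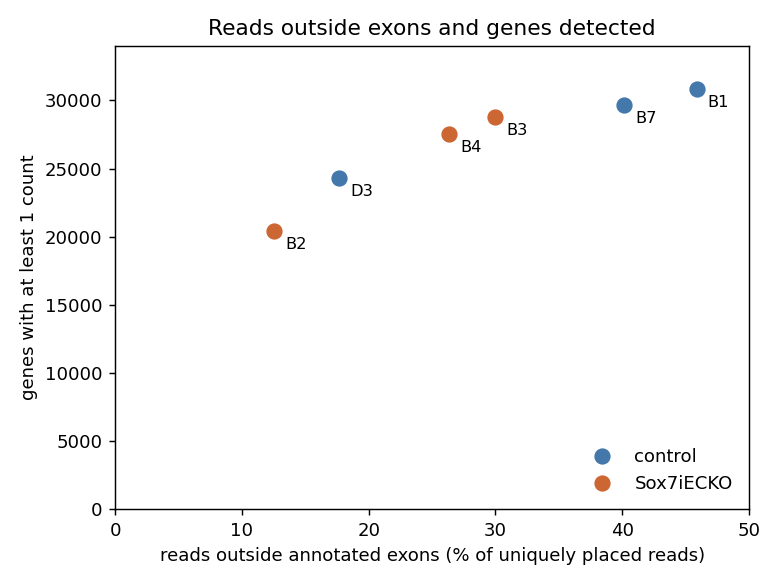
Number of genes with at least 1 count (vertical axis) against the reads outside annotated exons as a percentage of uniquely placed reads (horizontal axis) in the 3 control (blue) and 3 Sox7iECKO (orange) libraries. The 6 libraries run from 12.5% and 20407 genes (B2) to 45.9% and 30830 genes (B1), with both groups spread along the range.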

Values the study reported

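In whole Sox7 knockout embryos at E8.5, the study reported 15 genes that went down and 50 that went up by bulk RNA-Seq. These embryos were an earlier stage and another kind of sample than the sorted cells described above. For the sorted cells, the study reported lower Gja5 among a small number of differing genes by RNA-Seq. By quantitative PCR it also reported lower Gja5 in sorted endothelial cells of the same stage, and it measured Gja4 there. Those cells were sorted as PECAM-positive and CD45-negative, with levels relative to Pecam and Cdh5. The libraries above come from a CD31 gate with no stated CD45 gate and were scaled with TMM factors. The study also reported lower human counterparts of Gja5, Gja4 and Dll4 in cultured arterial cells after SOX7 knockdown. In situ hybridization showed less Gja4 in Sox7 knockout embryos and less Gja5 in Sox7iECKO hearts, at other stages.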

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

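Sox7 was lower and past the threshold under all 23 alternatives run for it (log2 fold change -3.87 to -3.41), and Wdfy1 under all but the fit without Sox7iECKO B4. Lyve1 was higher under all, and past the threshold except in 4 of the 6 fits without 1 library, with the erythroid covariate and without the 2 libraries with the largest share of reads outside exons (log2 fold change 1.32, adjusted p = 0.31, with 1 control left, which is assumed to vary like the others). The last setting, the share of reads outside exons as a covariate and leaving Sox7 out of the lists were chosen after the data had been seen. No paired analysis was possible because the groups share no replicate name. The exact, likelihood ratio, robust, legacy and DESeq2 settings give no separate camera value. In simulation at these depths, with trended dispersions and independent genes, folds of 1.5 were mostly missed (18.2% recovered). Except where fewer libraries or genes entered the fit, the cause was not tested.

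Gja5 was past the threshold without a filter (-1.19), with the exact and likelihood ratio tests (-1.22 each) and with DESeq2 (-1.22), and Gja4 under none. The genes called higher were 6 without a filter, 8 with the exact and the likelihood ratio test and with DESeq2, 0 with the erythroid covariate, 2 with Xist, 3 with the surrogate variable, 2 with the share of reads outside exons, 0 without the 2 libraries of largest share, and 0 to 1 without 1 library. The genes called lower were 8 without a filter, 4 with the exact and the likelihood ratio test, 5 with DESeq2, 4 with the surrogate variable, 5 with the share of reads outside exons, and 1 to 2 without 1 library. Both tools called 10 genes without a filter, 11 with the exact or likelihood ratio test, 6 with the share of reads outside exons and 1 to 3 without 1 library. The 3 genes of the report were among the calls in each of these counts except with the erythroid covariate, without 2 libraries and in 4 fits without 1 library.

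Camera lists called higher were 10 without a filter, 3 after thinning and 2 to 8 without 1 library. Those called lower were 3 without a filter, 14 with the share of reads outside exons, 16 without the 2 libraries of largest share and 2 to 10 without 1 library. With an estimated correlation and by directional fry 0 lists passed in either direction, and fry in its mixed form passed 2 lists. In the main fit 828 genes (4.76%) had an unadjusted p under 0.05. Over the alternatives this share ranged from 3.01% without Sox7iECKO B2 to 14.2% without control D3. In the latter fit both controls had more reads outside exons than any Sox7iECKO library.

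Signs near 0 turned for genes past no threshold. Without 1 library the log2 fold change ranged from -0.35 to 0.18 for Dll4 (-0.63 without the 2 libraries of largest share), -0.11 to 0.14 for Sox18, -0.10 to 0.30 for Erg, -0.17 to 0.047 for Kdr, -0.14 to 0.018 for Pecam1 and -0.18 to 0.15 for Npr3. Sox18 was 0.030 without a filter and 0.0014 with DESeq2. Erg was -0.12 with the erythroid covariate, -0.052 with the share of reads outside exons and -0.25 without the 2 libraries of largest share. Npr3 was 0.024 without a filter, 0.18 with the erythroid covariate, 0.014 with Xist, 0.065 with the surrogate variable, 0.14 with the share of reads outside exons and 0.21 without the 2 libraries. Without these 2 libraries Hba-x was 0.13, Hbb-y 0.21, Hba-a1 0.24 and Ttn 0.40, while Ryr2 kept its sign at -0.27.

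Some list directions turned. The pan-endothelial list was lower with the erythroid covariate (adjusted p = 0.0048), with the share of reads outside exons (0.015) and without the 2 libraries of largest share (1.3e-07), and without 1 library its adjusted p ranged from 0.013 to 0.86. The quantitative PCR list was higher once Sox7 was left out (0.0025), but lower with the erythroid covariate (0.034) and without the 2 libraries. The erythroid list was higher but past no threshold with its own covariate (0.76) and without the 2 libraries (0.56), where hypoxia genes were lower (0.87) and proliferation genes lower (0.0052). Ribosomal protein genes were lower with the share of reads outside exons (1.0e-04) and without the 2 libraries (4.7e-05). The adjusted p without 1 library ranged from 1.1e-04 to 0.94 for megakaryocyte genes, lower without Sox7iECKO B2, and from 0.0098 to 0.97 for mural genes, lower without Sox7iECKO B3 and higher without Sox7iECKO B2 (0.033).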

Other observations

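The tests of depth and of the share of reads outside exons, the 72.2-fold comparison of receptor genes, both tests on Lyve1 and the counts over other splits were chosen after the values had been seen. The receptor gene bounds, the Xist test and the neighbourhood test were written before.

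Reads outside annotated exons and the number of detected genes differed between libraries within both groups. Olfactory, vomeronasal and bitter taste receptor genes, which endothelial cells are not expected to transcribe, were taken as a probe of reads spread evenly over the genome: 1263 of 1598 such genes had a read in control B1 and 65 in Sox7iECKO B2. Depth does not account for the pattern, because thinned to the smallest total the number of detected genes still differed 1.55-fold between the highest and the lowest library, and unspliced RNA cannot be its whole cause if these genes are silent, because receptor reads relative to the gene counts of each library differed 72.2-fold. Genomic DNA may contribute: the bound set in advance asked for a receptor density of at least 0.5 of the density outside exons in each library, and the lowest was 0.0231 and the median 0.229, which meets neither that bound nor the one against it, but the excess over Sox7iECKO B2 had a ratio of 0.367 to 0.459 in all of the other 5 libraries, a value computed afterwards. Genomic DNA and unspliced RNA therefore cannot be told apart as to their shares, since receptor genes lie in repeated families where unique reads are fewer, and no biological explanation was tested.

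Wdfy1, a member of no list fixed here, fell 5.29-fold. Neither sex nor the reads outside exons accounts for this, since its log2 fold change was -2.48 with Xist and -2.63 with the share of reads outside exons as a covariate. A chromosome segment of another strain, carried along with an allele, might change several genes of a region: of the tested genes within 10 Mb of Wdfy1, 7.46% had an unadjusted p under 0.05 (95% interval 3.64% to 13.3%, Clopper-Pearson), against 4.79% elsewhere (Fisher's exact test, one-sided p = 0.11), which decides neither way. Wdfy1 lies on another chromosome than Sox7, and a variant of Wdfy1 alone, fixed by litter or parent, and a dependence on SOX7 both remain open.

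Lyve1 rose while Mrc1, another gene of the same lymphatic list, had a negative value. A larger share of macrophages of the kinds present could not give this, because the 16 macrophage genes had a median log2 fold change of -0.0847 (SD 0.22), against 1.37 for Lyve1, and Csf1r was 550 CPM in control and 514 CPM in Sox7iECKO cells. A larger share of lymphatic endothelial cells stays open: the 5 tested markers without Lyve1 and Mrc1 had a median of -0.236 (SD 0.62), but only Prox1 lay from 5 CPM to 2 times the control level of Lyve1, and the others are near the floor or high enough to hide a small share. A shift among macrophages and a change of Lyve1 within cells already present, as after loss of SOX7, were not tested. The call also ended without any 1 of 4 of the 6 libraries, at a log2 fold change of 1.26 to 1.46 over the libraries left out.

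With 6 libraries there are 10 splits into 3 and 3, too few for a share under 0.05. The real split gave 3 genes by edgeR and 3 by both tools, with 1 split of the 10 (the real one) reaching that number in each case and 0 genes as the highest of the other splits. Sox7, the deleted gene, is among these 3, so the real split was favoured by design. Wdfy1 and Lyve1 were the others. For the gene lists, 6 of the 10 splits gave at least the 13 camera calls of the real split, and the highest of the others gave 20.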
